A study of Homo sapiens with 4 samples. Its data were reported in "The RNA-Binding Protein ESRP1 Modulates the Expression of RAC1b in Colorectal Cancer Cells" (2021).

How the data were processed

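Total RNA of COLO320DM cells was labelled by the submitters as biotinylated cRNA and hybridized to 4 Illumina HumanHT-12 V4 arrays, 2 with ESRP1 and 2 with the Empty vector. The deposited signal is the bead-averaged intensity of each probe on a linear scale, exported by the authors from GenomeStudio without background subtraction or normalization between arrays. The deposited detection p-value of each probe and array compares that intensity with the negative-control beads of the array. A second table deposited by the authors holds intensity values after cubic spline normalization in the same software, also on a linear scale. Each of its columns had the same rank order as the signal of the same array (Spearman 1) and all 4 had a median of 213.1, so it is normalized between arrays and not centred. The genome build does not enter such values, and no coordinates are given. All per-sample columns were matched to a sample by its label, and groups were taken from the vector in the labels.

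Probes were named from the platform annotation. Of 47319 probes, 30111 had 1 gene symbol, 8 had several and were left unnamed, and 17200 had none. Of the first, 30072 matched a current RefSeq record (assembly GRCh38.p14) by Entrez identifier, and 0 symbols changed. The current names were used throughout, such as ESRP1 for RBM35A and SRSF1 for SFRS1.

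The intensities were background-corrected with the normexp model of limma 3.58.1 in R 4.3.3, with the negative controls inferred from the detection p-values and an offset of 16, then quantile-normalized and converted to log2 (the steps of neqc). Probes with a detection p under 0.05 on at least 2 of the 4 arrays were tested, 20325 in all, of which 15101 had 1 symbol, for 11334 genes. The other 26994 were left out of the main tests. ESRP1 was compared with Empty by lmFit and eBayes with the default prior (4.67 prior and 2 residual degrees of freedom), with Benjamini-Hochberg adjustment over all probes tested. A probe was called at an adjusted p under 0.05 and a change over 1.5-fold in either direction, the thresholds of the study's methods. All log2 differences are ESRP1 minus Empty. Where a probe was not above background on any array of a group, the fold is given as a lower bound, from the mean of the bright group and, per array of the dim group, the higher of the lowest signal among probes above background and the probe's own.

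The test, the samples, 20 gene lists and the rule for named genes were fixed before the data were examined. The rule takes every probe of ESRP1, ESRP2, RAC1, SRSF1, SRSF3, SRPK1, GSK3B, EPB41L5, ACTA2, FOLR1 and MT1E, up to 12 called genes per direction with groups that do not overlap, the 8 genes with the smallest unadjusted p over 1.5-fold where fewer were called, and up to 4 members of each list. Lists were tested on 1 probe per gene, the one with the highest mean signal, with limma's camera (preset correlation 0.01), then with an estimated correlation and with fry, for lists with at least 5 tested members. The result of 1 of the lists, which took part in the adjustment, is not reported here. Unequal change among the probes of a gene was tested with limma's diffSplice on the 2991 genes with 2 or more tested probes, 6758 probes, which was chosen after seeing the data. Gene length is the genomic length in RefSeq, known for 11328 of the 11334 genes.

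The tests were checked on simulated data with the spread of these arrays. Of 50 probes changed by a log2 difference of 1, 3 were recovered among 20325 probes, and 41 of 50 at 2, 49 of 50 at 3 and 50 of 50 at 5, with 12 false calls in all. In a simulation of 11334 independent genes, a list shifted by 0.4 passed camera with the preset correlation (adjusted p = 1.19e-24) and not with an estimated one (adjusted p = 0.0867), and 0 of 18 other lists were called. In the data, the lists that passed with the preset correlation had estimated correlations of 0.182 to 0.986. The simulation thus cannot show how often the preset test calls unchanged lists of correlated genes. For unequal change among probes, 97 of 100 genes with 1 probe shifted by a log2 difference of 3 were recovered (smaller shifts were not simulated), with 8 false calls among 2991 genes. The changed probes or genes of a simulation were planted at once, which loosens the adjustment, so fewer would be recovered where few probes change. In the data the RAC1 exon 3b probe (log2 difference 2.52) and ACTA2 (2.29) did not pass. A single change of 2-fold is therefore mostly missed with these 4 arrays, and a log2 difference near 2 can be missed too.

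The alternatives were normexp with an offset of 50, no background correction (floor at 16), median scaling, cyclic loess, the authors' normalized intensities with the same probes or with all probes, no probe filter, a detection p under 0.01 on all 4 arrays, a trended and robust eBayes fit, no fold threshold, limma's treat, 1 probe per gene, the mean of a gene's probes and leaving out each array in turn. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.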

Results

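Gene expression was measured in COLO320DM cells, an undifferentiated human colorectal cancer line, after transduction with a pLX304 lentivirus carrying ESRP1 or with the Empty vector. ESRP1 is an RNA-binding protein of epithelial cells that regulates alternative splicing. Each group had 2 arrays of an Illumina bead chip with 47319 probes, and the label of each array gives its vector. The median signal per array lay between 202 and 225 before normalization. Between 19207 and 20509 probes per array were above background, and 20325 probes that were above background on at least 2 of the 4 arrays were tested. Nothing in the labels says that the replicates came from separate cultures, so p-values here measure only the spread between these arrays, which can be technical. The number of arrays limits the precision. An exact permutation test of 2 against 2 arrays cannot go below p = 0.333 (two-sided), so the tests below are those of limma, which shares its estimate of the spread across probes. Empty replicate 2 stood farthest from the others, with a root mean square difference of 0.50 on the log2 scale from the mean of the other 3 arrays. The same distance was 0.29 for Empty replicate 1, 0.42 for ESRP1 replicate 1 and 0.35 for ESRP1 replicate 2. Across the tested probes, which are not independent replicates, Empty replicate 1 correlated with ESRP1 replicate 2 (Pearson 0.987) no less than with Empty replicate 2 (0.983).

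The first question was whether the arrays labelled ESRP1 carried the transgene. ESRP1 rose by 5.72 on the log2 scale (SE 0.23, n = 2 against 2 arrays), from 6.34 ± 0.22 (SD) in Empty cells to 12.06 ± 0.22 in ESRP1 cells, with a limma adjusted p of 0.00166. Its probe (ILMN_1749180) was above background on both ESRP1 arrays and on 1 of the 2 Empty arrays. The call held in each fit that tested the probe, including those without 1 array, where the adjusted p reached 0.0308. The probe of ESRP2, the paralog with a similar role, was not above background on any array and was not tested.

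The next question was how many other transcripts differed. Besides ESRP1, 1 probe passed, and it belonged to EPB41L5, a FERM-domain protein linked to adhesion and epithelial-mesenchymal transition, which was lower in ESRP1 cells. Thus 2 of the 20325 probes passed an adjusted p of 0.05 and a change of 1.5-fold, 1 higher and 1 lower. At an unadjusted p under 0.05 there were 1326 higher and 1147 lower probes, 2473 together, against 1016 that chance would give. The count of 2 moved widely with the processing. With the normalized intensities deposited by the authors and all 47319 probes tested, 14 probes passed, 12 higher and 2 lower, and all 14 had the same direction in the values used here. Both sets of values come from the same arrays, so the shared direction is not independent evidence. Without Empty replicate 1 the count was 179, of which 173 were higher, and without each of the other 3 arrays it was 1.

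RAC1 was examined because ESRP1 was asked to act on its splice form RAC1b, which includes the alternative exon 3b. RAC1 encodes a regulator of cell shape and movement. The exon 3b probe of RAC1 (ILMN_1652445) measured 6.46 ± 0.08 (SD) in Empty and 8.98 ± 0.09 in ESRP1 cells, a log2 difference of 2.52 (SE 0.20). On the Empty arrays it lay just over the lowest signal above background (6.38 and 6.29). The size of its change, and of the probe difference below, thus depends in part on the background step. The exon 3b probe narrowly missed the threshold over all probes, with a limma adjusted p of 0.0511, and passed when adjusted over the list alone, here the 2 RAC1 probes (adjusted p = 1.51e-05). The exon 3b probe was singled out by the study on these same arrays, so that count is not independent evidence. The other RAC1 probe (ILMN_2359789) was far brighter and measured 14.49 ± 0.53 in Empty and 13.95 ± 0.01 in ESRP1 cells. Its log2 difference of -0.54 did not pass (adjusted p = 0.471), and its 95% interval of -1.23 to 0.14 leaves open a fall as well as no change. With the authors' normalized values it was -0.55 (95% interval -0.99 to -0.10, p = 0.02, adjusted p = 0.401), and it ran from -0.17 without Empty replicate 2 to -0.92 without Empty replicate 1. The difference between the fold changes of the 2 probes was 3.06 on the log2 scale, and limma's test of unequal change among the probes of a gene, chosen after seeing the data, gave RAC1 an adjusted p of 0.0086 over 2991 genes. That call ended without Empty replicate 2, ESRP1 replicate 1 or ESRP1 replicate 2, where the difference between the probes was 2.62, 2.99 and 3.13. With the authors' normalized values and all probes, the exon 3b probe passed with a log2 difference of 1.45 and an adjusted p of 0.00315. Over all settings that tested it, the adjusted p of this probe ran from 0.000968 to 0.444.

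The factors known to control the inclusion of exon 3b were compared next, to see whether they differed with ESRP1. SRSF1 and SRSF3 are SR proteins that act on RAC1 splicing, and SRPK1 and GSK3B encode kinases that act on such proteins. None of their 5 probes passed over all probes or when adjusted over the list alone, and 0 of 5 had an unadjusted p under 0.05. SRSF1 had a log2 difference of -0.52 (95% interval -1.09 to 0.05, limma adjusted p = 0.433). The 2 SRSF3 probes had differences of -0.48 and -0.31, SRPK1 had -0.36 and GSK3B -0.18. Without Empty replicate 2 these values were nearer 0, with SRSF1 at -0.30, SRSF3 at -0.25 and -0.15, SRPK1 at -0.27 and GSK3B at -0.03. Without Empty replicate 1 they were farther from 0, with SRSF1 at -0.74, SRSF3 at -0.70 and -0.47, SRPK1 at -0.46 and GSK3B at -0.32. The intervals reached down to -1.10 for SRSF3, -0.85 for SRPK1 and -0.69 for GSK3B, so falls of up to that size were not excluded. With the authors' normalized values 0 of 5 passed as well, but 3 of 5 had an unadjusted p under 0.05, all lower in ESRP1 cells: SRSF1 (-0.49, p = 0.0129, adjusted p = 0.365), SRPK1 (-0.36, p = 0.0259) and 1 SRSF3 probe (-0.45, p = 0.0309).

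EPB41L5, ACTA2, FOLR1 and MT1E had been taken from these arrays to quantitative PCR, so their direction here is not independent evidence. By that PCR the study reported lower EPB41L5 and higher ACTA2, FOLR1 and MT1E in ESRP1 cells. EPB41L5 fell at its called probe (ILMN_2043306), which was above background on both Empty arrays at 8.60 ± 0.00 (SD) and not well above background on either ESRP1 array. The level was at least 4.48-fold lower in ESRP1 cells (limma adjusted p = 0.0424), where such a bound sets the mean of the bright group against the lowest signal above background on the arrays of the dim group. The second EPB41L5 probe was measured on all 4 arrays, with a log2 difference of -2.28 (adjusted p = 0.123). ACTA2, the smooth muscle actin, had a log2 difference of 2.29 (95% interval 1.78 to 2.80, adjusted p = 0.0977). FOLR1, a folate receptor at the cell surface, was not well above background on the Empty arrays and was at least 3.09-fold higher (adjusted p = 0.133) and at least 2.18-fold higher (adjusted p = 0.33) in ESRP1 cells at its 2 tested probes. MT1E, a metallothionein, had a log2 difference of 1.54 (adjusted p = 0.332). Of the 6 probes tested, 1 passed over all probes and 6 when adjusted over the list alone. With the authors' normalized values 5 of the probes passed over all probes. The EPB41L5 call ended without Empty replicate 2 (adjusted p = 0.43), ESRP1 replicate 1 (0.444) or ESRP1 replicate 2 (0.324), and with median scaling (0.0866), cyclic loess (0.0796), no probe filter (0.0621) or limma's treat at 1.5-fold, while the log2 difference stayed below -1.41 in each fit.

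**Figure D1:**
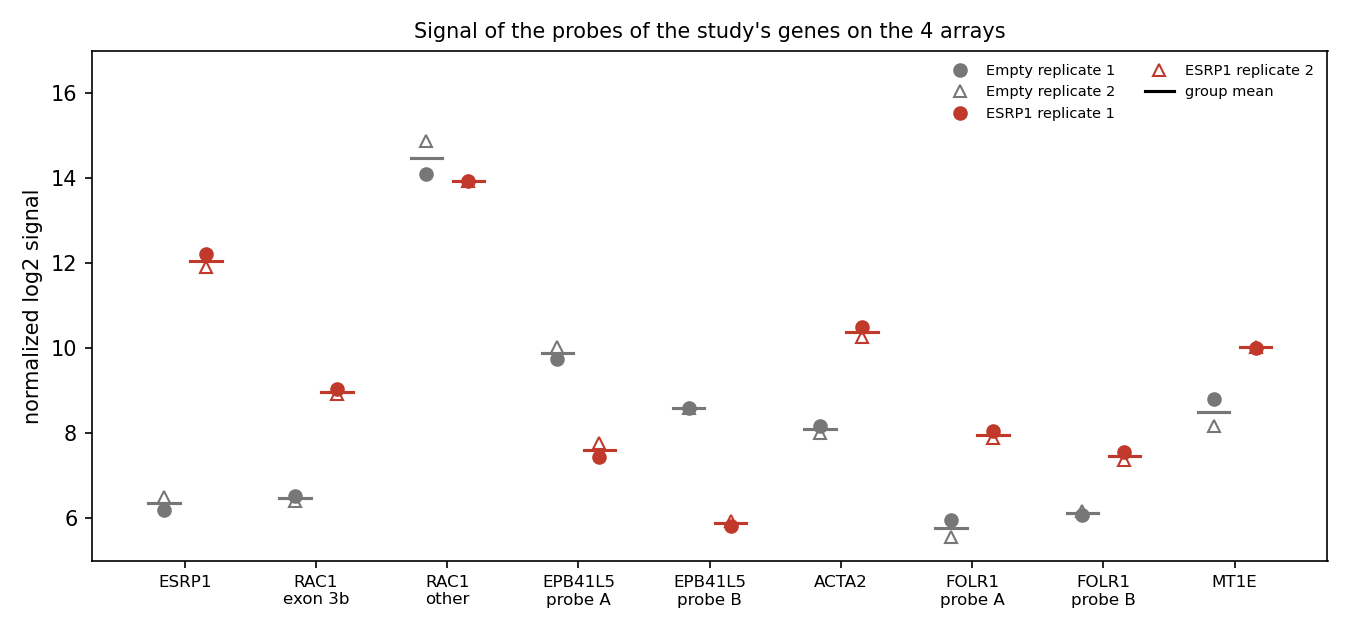
Normalized log2 signal (y axis) of 9 tested probes of ESRP1, RAC1, EPB41L5, ACTA2, FOLR1 and MT1E (x axis) on the 4 arrays, with Empty arrays in grey, ESRP1 arrays in red, replicate 1 as a filled circle, replicate 2 as an open triangle and the group mean as a line. EPB41L5 probe B is the called probe, ESRP1 lies at 12.06 on average in ESRP1 cells against 6.34 in Empty cells, and the 2 RAC1 probes lie on opposite sides of their Empty levels.

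Several further transcripts were at the head of the ranking without passing the test over all probes, and are given as values. Besides ESRP1, the higher ones were RAC1, ACTA2 and FOLR1, above, and KREMEN1, ALOX5AP, CCDC50 and ACTG2. KREMEN1, a receptor of the WNT antagonist DKK1, had a log2 difference of 2.20 (SE 0.24, limma adjusted p = 0.139) at 1 of its 3 tested probes. The lowest difference among the KREMEN1 probes was -0.10, so its probes did not rise together. ACTG2, the enteric smooth muscle actin, whose sequence is close to that of ACTA2, had one of 1.72 (adjusted p = 0.195). ALOX5AP, which serves leukotriene synthesis, was at least 2.47-fold higher (adjusted p = 0.164). CCDC50 was at least 2.61-fold higher (adjusted p = 0.195) at 1 of its 4 tested probes. Both of these probes were without signal well above background in Empty cells. The lowest log2 difference among the CCDC50 probes was -1.23, so these did not rise together either. The lower ones besides EPB41L5 were not well above background in ESRP1 cells. CLIP1, a microtubule plus-end protein, was at least 2.13-fold lower at its probe ILMN_1723058. Among the 3 CLIP1 probes tested the highest log2 difference was -0.19 (ILMN_2404085), so the fall was not seen at that probe to the same degree. Unequal change among the CLIP1 probes did not pass with limma's diffSplice (adjusted p = 0.439). ZFC3H1, an adaptor of nuclear RNA decay, was at least 2.59-fold lower and ERI2 at least 2.53-fold lower. ZFYVE16, an endosomal protein, was at least 2.14-fold lower, KCTD18 at least 2.11-fold, CFAP141 at least 1.59-fold and LINC02902 at least 1.42-fold lower. The limma adjusted p over all probes for these falls in 7 genes lay between 0.212 and 0.332.

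Gene lists fixed before the data were examined were tested with camera at a preset correlation of 0.01, and 6 of 19 lists passed, 4 higher and 2 lower. None of the 6 held with an estimated correlation, where each had an adjusted p of 0.822, and none with fry, where their adjusted p lay between 0.373 and 0.469. Metallothioneins, small proteins that bind zinc and copper, were higher in ESRP1 cells for 7 of 7 members, with a median log2 difference of 1.51 (adjusted p = 1.73e-07, and adjusted p = 0.822 with an estimated correlation). MT1G had a difference of 1.88, MT1H 2.25 and MT2A 1.51. None passed over all probes and 6 passed when adjusted over the list alone, but MT1E is among the study's genes, so that count is not independent evidence, and the near-identical sequences of the family leave open which member a probe reads. Empty replicate 2 was far lower than the other arrays for this list, with a median of -1.46 from each gene's mean over the 4 arrays, against -0.04, 0.83 and 0.70 for Empty replicate 1, ESRP1 replicate 1 and ESRP1 replicate 2. Without Empty replicate 2 the mean difference went from 1.60 to 0.81. The estimated correlation among the 7 members was 0.986, so they are far from separate measurements, which the preset correlation of 0.01 does not take into account.

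The mitochondrial ribosome and respiratory chain list was higher, with 110 of 146 members above 0 and a median of 0.38 (camera adjusted p = 1.14e-10, and adjusted p = 0.822 with an estimated correlation). NDUFA3 had a log2 difference of 1.64, MRPL53 1.49 and ATP5ME 1.21, and 0 members passed over all probes or when adjusted over the list alone. Its median from the mean of the 4 arrays was -0.47 on Empty replicate 2 and 0.08 on Empty replicate 1, against 0.20 and 0.15 on the ESRP1 arrays. Without Empty replicate 2 the mean difference went from 0.38 to 0.11, with NDUFA3 at 0.93 and MRPL53 at 0.69. Small nuclear and nucleolar RNAs, many of which guide RNA modification or form the spliceosome, were higher for 85 of 135 members (median 0.14, adjusted p = 4.65e-06, and adjusted p = 0.822 with an estimated correlation). The list also held small RNAs with other roles, such as RN7SK and RPPH1. SNORA12 had a difference of 2.43, SCARNA13 1.86, RNVU1-18 1.77 and RNU1-3 1.62. No member passed over all probes and 14 passed when adjusted over the list alone, all higher except SNORA22 (-0.99). That count is not independent evidence because SNORA12, SCARNA13 and RNVU1-18 are among the study's genes. Cytosolic ribosomal proteins were higher for 44 of 73 members (median 0.06, adjusted p = 0.00449, and adjusted p = 0.822 with an estimated correlation), with RPL14 at 1.21, RPS21 at 1.07 and RPS26 at 1.04 and 0 members passing over all probes or when adjusted over the list alone. Without Empty replicate 2 the call of both lists ended, with adjusted p = 0.129 for the small RNAs and 0.511 for the ribosomal proteins, where RPL14 was at 0.44. It also ended with the trend with gene length removed, where the mean of the small RNAs went from 0.28 to 0.02 (camera adjusted p = 0.476) and that of the ribosomal proteins from 0.17 to 0.09 (adjusted p = 0.65). The small RNAs, with a median length of 0.13 kb, are a large part of the 271 genes under 1 kb. They help to set the trend there, so their lost call cannot separate length from ESRP1. On Empty replicate 2 the medians of the small RNAs and ribosomal proteins were -0.24 and -0.09 from the mean of the 4 arrays, below those of the other 3 arrays.

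The list of ESRP splicing targets, genes whose exons are known to respond to ESRP proteins, was lower in ESRP1 cells for 17 of 18 members, with a median of -0.29 (camera adjusted p = 0.000324, and adjusted p = 0.822 with an estimated correlation). Besides EPB41L5, CD44, an adhesion receptor for hyaluronan, had a log2 difference of -0.95, NFYA -0.87 and SLK -0.73. None of the probes used for this list passed over all probes and 3 passed when adjusted over the list alone, which is not independent evidence because EPB41L5 and RAC1 are among the study's genes. Without these genes the list still passed (mean -0.34, adjusted p = 0.00488). Both ESRP1 arrays lay below both Empty arrays (-0.27 and -0.18 against 0.11 and 0.24). The same order held for several other lists, among them housekeeping, proliferation and epithelial genes and the splicing regulators below. Over all tested probes the groups did not overlap for 48.6%, against 33.3% by chance. Without Empty replicate 2 the mean of the splicing targets was -0.35. A probe reads 1 site of a transcript, so these values do not measure the inclusion of an exon. RAC1 entered the list with its brighter probe (-0.54), while its exon 3b probe was higher in ESRP1 cells (2.52). SR proteins, hnRNPs and other splicing regulators were lower for 36 of 48 members (median -0.26, adjusted p = 0.0347, and adjusted p = 0.822 with an estimated correlation), among them RBMS1 at -0.78, CLK4, SRSF2 at -0.59 and SRSF5 at -0.51. No member passed over all probes or when adjusted over the list alone. CLK4 was at least 1.16-fold lower and not well above background in ESRP1 cells. This call ended without Empty replicate 2 (adjusted p = 0.356), without ESRP1 replicate 1 (0.406), with median scaling (0.341), with cyclic loess (0.0858) and with the trend with gene length removed (0.0511).

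**Figure D2:**
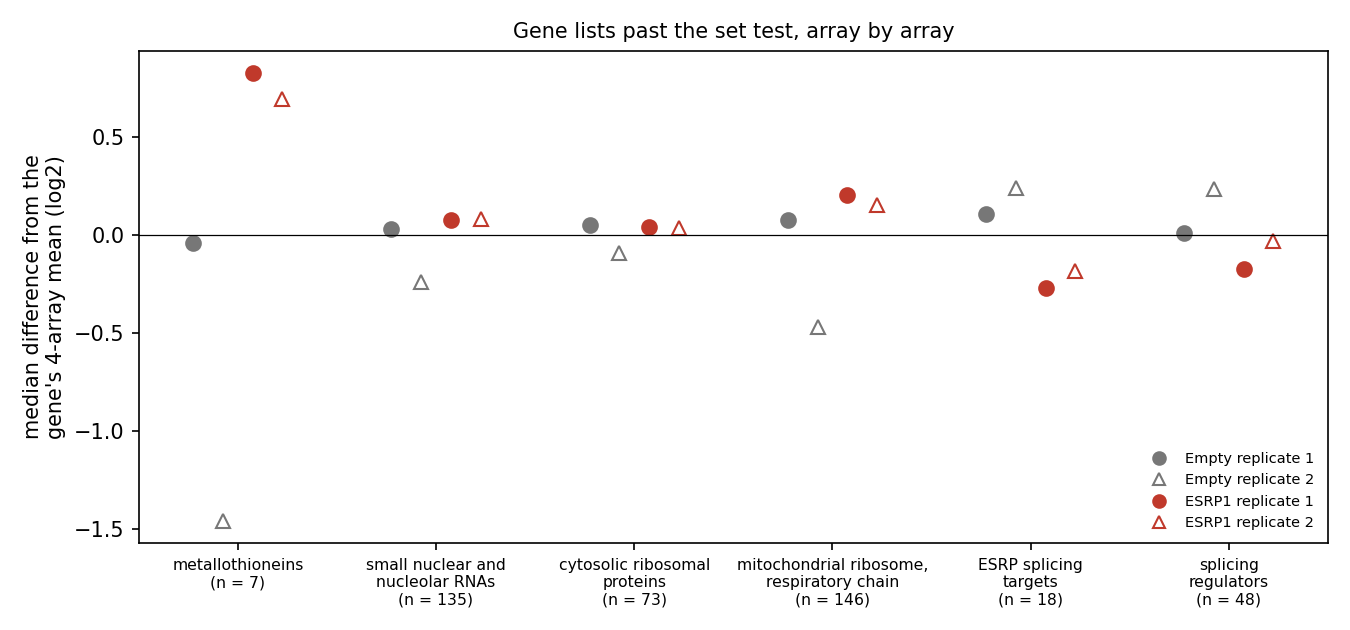
Median, over the tested members of a list, of the difference between a gene's log2 signal on an array and its mean over the 4 arrays (y axis, log2) for the 6 lists that passed the set test (x axis, n is the number of genes), with Empty arrays in grey, ESRP1 arrays in red, replicate 1 as a filled circle and replicate 2 as an open triangle. Empty replicate 2 lies lowest in the 4 lists on the left, at -1.46 for metallothioneins, and highest in the 2 on the right, at 0.24 for ESRP splicing targets.

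The other lists reported here did not pass in the setting fixed in advance, and no member of theirs passed over all probes. Epithelial junction and identity genes (17 tested, median -0.32, camera adjusted p = 0.432) were lower for 11 of 17 members, among them DSC2 at -0.56 (-0.30 without Empty replicate 2 and -0.83 without Empty replicate 1) and CLDN4, not well above background in ESRP1 cells and at least 1.35-fold lower, while JUP was at 0.68 and GRHL1 at 0.74 (0.42 without Empty replicate 1). Mesenchymal and EMT genes (16 tested, median -0.20, adjusted p = 0.386) held S100A4 at 1.53 (0.71 without Empty replicate 2), TGFBI at -0.94 and ZEB2 at -0.55. FGF and ERK feedback genes (19 tested, median -0.19, adjusted p = 0.463) held CCND1, the G1 cyclin, at -0.78, and interferon-stimulated genes (23 tested, median 0.12, adjusted p = 0.149) held OAS1 at 1.01 and IFITM1 at 0.94. Without Empty replicate 2 these were 0.41 and 0.26 and the interferon list mean was 0.04, while without Empty replicate 1 the mean was 0.34 and the list passed (adjusted p = 0.0248, and adjusted p = 0.822 with an estimated correlation on all 4 arrays). Proliferation genes were lower for 33 of 41 members (median -0.20, adjusted p = 0.0887), with RRM2 at -0.66 and E2F1 at 1.06. Housekeeping genes were lower for 11 of 11 members (median -0.32, adjusted p = 0.0887), with HPRT1 at -0.40 and PGK1 at -0.39, which were -0.23 and -0.22 without Empty replicate 2, and PGK1 was 0.02 with median scaling. The housekeeping list passed with an offset of 50 (adjusted p = 0.0369), no background correction (0.0221), the authors' values on the same (0.0237) or all probes (0.00262), no probe filter (0.0214) and without Empty replicate 1 (0.0248), and the proliferation list in the first 5 of these settings (between 0.00262 and 0.0468). In the setting fixed in advance each had an adjusted p = 0.822 with an estimated correlation. Without Empty replicate 2 neither passed (0.511 and 0.489). WNT target and intestinal stem cell genes (15 tested, median -0.13, adjusted p = 0.432) shared CD44 with the splicing targets, and it was the 1 member that passed when adjusted over the list alone. With median scaling the mean of the 3 lists that follow was above 0. The adjusted p was 0.71 for the unfolded protein and amino acid stress response (25 tested, median -0.15), with DDIT4 at 0.67, and for MYC and MYC targets (32 tested, median -0.09), with ODC1 at -0.57. It was 0.717 for neuroendocrine genes (8 tested, median -0.15), with ENO2 at 0.50. Markers of other cells did not pass either, and the means of the first 2 of these lists changed sign between scalings, with 0.972 for differentiated colon epithelium (8 tested, median 0.09, mean -0.03) and 0.892 for fibroblasts (6 tested, median 0.00, mean -0.02), while blood and endothelium markers had 4 tested members, too few for the test, with a median of -0.11. Within the colon epithelium list members moved both ways, with KRT20 at 0.54 and CDH17 at -0.58, and fry's test of change in either direction gave an adjusted p of 0.0138.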

Values the study reported

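For COLO320DM cells with added ESRP1, the study reported a log fold change of 1.45 for RAC1b on the arrays, with an adjusted p of 0.003. In separate experiments it also reported higher RAC1b by quantitative PCR and by Western blot. RAC1 mRNA did not differ significantly by quantitative PCR. For the known regulators of RAC1 splicing it listed a log fold change of -0.49 for SFRS1 (adjusted p of 0.365), -0.36 for SRPK1 (0.428) and -0.16 for GSK3β (0.789).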

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

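Tests on unequal probes of a gene, lists without the study's genes and the removal of a trend with gene length were chosen after seeing the data, and the other alternatives were not. Of the alternative values for single probes, 1157 kept direction and side of the threshold, 48 newly passed, 6 no longer passed and 2 changed sign. For the lists reported here these counts were 273, 12, 21 and 15. No scaling moved the median of all probes by more than 0.0871 on the log2 scale. ESRP1 stayed called in each fit that tested it, with log2 differences of 4.21 to 5.92.

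The count of 2 called probes was 7 with an offset of 50, 7 with no background correction, 1 with median scaling, 1 with cyclic loess, 7 with the authors' values on the same probes, 14 with them on all probes and 1 with no probe filter. It was 19 with a trended and robust fit, 1 with treat, 4 with 1 probe per gene and 1 to 179 when an array was left out. Of the probes of EPB41L5, ACTA2, FOLR1 and MT1E, 1 was called, against 3, 3, 0, 0, 3, 5 and 0 in the first 7 of these settings, 2 with the stricter filter, 5 with the trended fit and 0 to 5 without 1 array. The RAC1 exon 3b probe passed with an offset of 50 (1.69, adjusted p = 0.0092), no background correction (1.43, 0.0133), the authors' values on the same (1.45, 0.0109) or all probes (1.45, 0.00315) and a trended fit (2.52, 0.000968). Without 1 array its log2 difference was 2.45 to 2.58, and it passed without Empty replicate 1 (0.0446). A larger offset or no background step makes the fold changes of dim probes smaller by construction, and the cause of the changed calls was not tested. Each fit without 1 array leaves a group with 1 array, which is assumed to vary like the other group.

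The difference between the RAC1 probes was 1.97 to 3.06 with other scalings, backgrounds and filters (adjusted p up to 0.0172) and 2.62 to 3.49 without 1 array, where it passed without Empty replicate 1 (0.0483) and not otherwise (up to 0.485). Of 3 genes with unequal probes, CCDC50, KREMEN1 and RAC1, 1 was left with the stricter filter, which removes the exon 3b probe, and 0 to 5 genes were called without 1 array. The 3 were called with each other background or scaling.

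Of 6 lists, 0 passed with an estimated correlation, 0 with fry, 3 with the trend with gene length removed and 3 to 8 without 1 array, 3 of them without Empty replicate 2. With the other alternatives 5 to 8 passed. Over all alternatives, the lists that newly passed were housekeeping, proliferation and, without Empty replicate 1, interferon-stimulated genes. None of the values that changed sign had passed, and the cause was not tested. With median scaling PGK1 was 0.016 and list means were 0.0568 (unfolded protein response), 0.0964 (MYC), 0.0235 (neuroendocrine), 0.0802 (differentiated colon) and 0.0682 (fibroblast). Cyclic loess gave 0.0253 for fibroblast. The authors' values on all probes gave 0.00373 for fibroblast, and no probe filter gave 0.0184 for differentiated colon and 0.0171 for fibroblast. Without 1 array COL1A1 ran from -0.028 (without Empty replicate 1) to 0.86, and list means ran from -0.294 to 0.00957 (epithelial), -0.155 to 0.00505 (neuroendocrine) and -0.176 to 0.143 (fibroblast), each lowest without Empty replicate 1 and highest without Empty replicate 2. The length correction gave 0.0027 for differentiated colon and 0.0482 for fibroblast.

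The stricter filter tests 14232 probes and gives no value for ESRP1, the called EPB41L5 probe, the RAC1 exon 3b probe or the metallothionein list. No paired analysis was possible because the labels share no replicate numbers between the groups, and the arrays were numbered in the order of deposition. A block for the slide was not run, since the column names of all 4 arrays carry 1 chip number. Signal over background limits the fold changes of dim probes, since the lowest signal above background was 6.29 to 6.46 on the log2 scale. That is close to the levels of ESRP1 and of the RAC1 exon 3b probe in Empty cells.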

Other observations

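Chosen after seeing the data were the test of unequal change among the probes of a gene, the lists without the study's genes, the removal of the trend with gene length and the ratio with the roles of the Empty arrays exchanged. CCDC50, RAC1 and KREMEN1 were the 3 of 2991 genes whose probes changed unequally at an adjusted p under 0.05 with limma's diffSplice, and 166 genes had an unadjusted p under 0.05. Of the 4 probes of CCDC50 (adjusted p = 0.00113), 1 was at least 2.61-fold higher in ESRP1 cells and not above background in Empty cells, so its fitted change, on which the test rests, is not exact, and the others had log2 differences of 0.10, -0.50 and -1.23. With the stricter filter, which removes the first, the adjusted p was 0.735. KREMEN1 had 2.20 at 1 probe, and -0.10 and -0.06 at its other 2 (adjusted p = 0.0086). The KREMEN1 call ended without any 1 of the arrays, while its first probe had 2.10 without Empty replicate 1 and 2.30 without Empty replicate 2. That of CCDC50 ended without Empty replicate 2, ESRP1 replicate 1 or ESRP1 replicate 2. The other 2 splits of the 4 arrays gave 0 such genes, but they are too few for a share under 0.05. For called probes those splits gave 0 against the real 2, and 471 and 509 against the real 2473 at an unadjusted p under 0.05. Each of them puts an ESRP1 and an Empty array in each group, so a real difference adds to the spread. That lowers such counts, here below the 1016 that chance would give, so the splits cannot stand for data without an effect.

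The mitochondrial, small RNA, ribosomal protein and metallothionein lists were higher in ESRP1 cells (each with an adjusted p = 0.822 with an estimated correlation), and Empty replicate 2 standing apart is a candidate explanation. Intervals of shares and ratios in this section resample genes or probes 2000 times on the same arrays, so they hold no spread between arrays. Measured against Empty replicate 1 alone, the median of the mitochondrial list was 0.252 of its value against both (95% interval 0.171 to 0.37). Most of the mitochondrial difference on these arrays may thus come from Empty replicate 2. The share was 0.231 for small RNAs (interval -0.788 to 1.17), 0.126 for ribosomal proteins (-0.678 to 1.59) and 0.534 for metallothioneins (0.293 to 0.765), intervals too wide to tell this apart from an effect of ESRP1. Shorter genes were higher in ESRP1 cells (Spearman -0.281 across 11328 genes). Such a trend also ran within groups, with -0.201 for Empty replicate 1 minus 2 and -0.146 for ESRP1 replicate 1 minus 2. Without the trend the mitochondrial median was 0.731 of its value (0.673 to 1.01), which leaves a part played by length open. The calls of the small RNAs (camera adjusted p = 0.476) and ribosomal proteins (0.65) ended without it. The small RNAs are a large part of the 271 genes under 1 kb and help to set the trend, so their lost call cannot separate length from ESRP1. An effect of ESRP1 on the genes of these lists stays open, as does the reason why Empty replicate 2 differs, which was not tested.

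The ESRP splicing targets, CD44, NFYA and SLK among them, were lower on both ESRP1 arrays than on both Empty arrays. Against Empty replicate 1 alone the median was 0.823 of its value against both (95% interval 0.503 to 1), which leaves open a part played by Empty replicate 2. With the trend with gene length removed the median went from -0.29 to -0.16, a share of 0.537 (0.428 to 0.774), and the list still passed (adjusted p = 0.00577), though not with an estimated correlation (adjusted p = 0.822 with an estimated correlation, trend kept) or fry (0.373). Both ESRP1 arrays also lay below both Empty arrays for several other lists, so that order is not particular to the targets. Among these lists were housekeeping, proliferation, epithelial, mesenchymal, MYC and WNT genes and splicing regulators. The housekeeping and epithelial medians were -0.32 each, with means nearer 0 (-0.26 and -0.14, against -0.46 for the targets). The targets may be lower because they are long, because ESRP1 acts on them or both, or may share a shift with such lists. These cannot be told apart with 18 genes.

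Leaving out Empty replicate 1 raised the count of called probes to 179, with all 7 tested metallothionein genes and 92 probes without a gene name among them. Empty replicate 2 standing apart is a candidate explanation. For these probes the difference from Empty replicate 1 was 0.33 of that from Empty replicate 2 (median, 95% interval 0.305 to 0.356), and although their choice favours a low ratio, the 179 probes with the smallest p without Empty replicate 2 gave 0.876 (0.806 to 0.946) with the roles exchanged. All of these probes had the same direction against Empty replicate 1, 123 of them by more than 1.5-fold. Both differences use the same ESRP1 arrays, on which the probes were chosen, and this favours a shared direction. The shared direction thus cannot show an effect of ESRP1, and such an effect on part of the probes stays open.

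The RAC1 exon 3b probe had a log2 difference of 2.52 here, with an adjusted p of 0.0511, and of 1.45, with an adjusted p of 0.00315, from the authors' normalized values on all probes. The first of these has a larger difference and a larger adjusted p than the study reported.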
